A study of Mus musculus with 1 sample.

How the data were processed

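One single-cell RNA library of mouse gastric organoids was analysed. Organoids are epithelial cell cultures that grow as hollow balls in a gel. The labels give the genotype of this sample as wild type and its treatment as none. Per the labels' protocols, cultures were harvested on day 7 and made into single cells by 30 min in trypsin-EDTA (0.05%) at 37 °C. Libraries were made with a 10x Genomics 3' kit and sequenced on an Illumina NovaSeq, per the series' design text. The series text names further organoid genotypes, and these were not analysed here.

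The deposited matrix holds counts of unique molecular identifiers (UMIs), 1 whole number per feature and barcode, that the authors did not normalize. Cell Ranger 6.1.2 wrote the matrix, per the file headers. Reads were mapped to GRCm38/mm10, per the series' design text. The deposited counts cover 32285 genes and 12 multiplexing tags, named CMO301 to CMO312, in 1991 barcodes. A multiplexing tag is a lipid-bound oligonucleotide that marks the cells of 1 suspension before suspensions are pooled. The labels do not say which suspension received which tag, so the matrix was treated as 1 sample. Tag UMIs were kept out of library sizes, gene counts and mitochondrial shares. The 12 tags held 5501432 UMIs, or 21.4% of all UMIs.

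Gene coordinates were taken from GENCODE release M21, which uses GRCm38, the build that text names. Of 32285 gene identifiers in the matrix, 32235 were found in that release. The annotation the authors counted against was not stated.

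Cells with at least 500 detected genes and at most 20% of UMIs from mitochondrially encoded genes were kept. Doublets, which are droplets with more than 1 cell, were called with Scrublet as implemented in scanpy 1.11.5. The expected rate was 0.8% per 1000 barcodes, which is 1.59% here. The automatic threshold on the doublet score was 0.134. The caller marked 12 of 1892 cells, or 0.634%, and these were removed, which left 1880 cells.

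Clusters were made from counts scaled to 10000 UMIs per cell and transformed as ln(x + 1). The 2000 most variable genes (Seurat method) were used, without the focus, cell cycle, sex-linked and mitochondrially encoded genes. Values were scaled and clipped at 10, and 30 principal components and 15 neighbours entered Leiden clustering (leidenalg 0.10.2) at resolution 0.6 with seed 0. Clusters were numbered by size. A cluster was named only from marker lists fixed in advance. Cell cycle phases were called from S and G2/M gene scores with scanpy, by the highest positive score.

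Levels are given as CPM, the UMIs of a gene summed over a set of cells per 1000000 gene UMIs of those cells. CPM were computed from the deposited counts. CPM carry exact Poisson intervals, shares of cells carry exact Clopper-Pearson intervals, and ratios of CPM carry exact conditional binomial intervals. All intervals are at 95% and cover counting error only. Cells of 1 library are not replicates, so no test between groups was made and no p-value was computed. A share of 0 cells is given with the limit that 3 counts would set. Shares of cells with a UMI and shares of phases were also computed after each cell was thinned to 3000 UMIs by sampling without replacement. Thinning kept 1823 cells and left out 57 shallower ones.

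Genes named in the text were chosen by a rule written in advance. They are from the focus, background and sex-linked lists, the 10 genes with the highest CPM, the detected markers, and for the definition of a cluster its 5 leading genes. Leading genes were ranked by fold among genes with at least 50 UMIs in the cluster and a UMI in at least 10% of its cells. The focus lists include Cdh1 and Trp53, 4 junction genes, 8 mesenchymal genes, 3 genes of Polycomb repressive complex 2, Aqp5 and Rhoa, 6 p53 targets, 8 genes of mitogen-activated protein kinase output, and 5 Wnt targets. Cdh1 is in the series title, and Trp53 was added from knowledge of the study. A second list of 32 p53 targets, a list of 12 stress genes and Cdkn2a were added after the first clustering had been seen.

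The main choices and most alternatives were fixed before the data were examined. Alternatives were other cell filters, doublets kept, means over cells, thinning, other settings of the clustering and marker-based calls of cycling cells. The number of UMIs for thinning, the separation of cells by tag, the omission of cluster 7, and most alternatives for comparisons of cluster 7 with the other clusters were chosen after the data had been seen. For a gene list, the median log2 ratio, with 1 CPM added to both sides, was placed among 10000 random lists matched on mean expression in 20 bins.

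The steps were tested on simulated data. A library of 1892 cells was drawn from the real gene means and library sizes over 32285 genes, with 200 genes changed in 65 cells, raised 4-fold or lowered to 0.25 of their level. In that comparison the clustering, on 2000 genes, put all 65 changed cells into 1 cluster of 65 cells. The median ratio of the 100 raised genes was 3.84 and that of the 100 lowered genes 0.235. The intervals of 3700 genes held the true ratio in 96.3% of cases. Trp53 and the Y-linked genes have too few UMIs to be among these genes. Of 200 lists of 30 unchanged genes, 3% lay above percentile 97.5 and 3% below percentile 2.5 of the random lists. The simulated cells differed only in library size and in the changed genes. The steps were therefore not tested against other variation between cells, which real cells have.

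Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and igraph 0.11.9, and plots used matplotlib 3.10.9.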

Results

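The transcriptomes of single cells from 1 mouse gastric organoid library, labelled wild type, were measured by droplet sequencing with UMIs. The library held 20236916 gene UMIs in 1991 barcodes. A barcode had a median of 8190 gene UMIs (range 520 to 47183) and a median of 2166 detected genes. The median mitochondrial share was 4.15%. The cell filter removed 99 barcodes, of which 76 had too few genes, 73 had too large a mitochondrial share and 50 met both criteria. After removal of 12 called doublets, 1880 cells remained, with 19951439 gene UMIs, a median of 8476 UMIs and a median of 2217 genes per cell. With 1 library there was no replicate, so every interval below covers counting error only and no difference was tested.

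Among the 10 genes with the highest levels were Malat1 (24366 CPM), Fth1 (15057 CPM), mt-Co1 (10361 CPM), Rpl23 (9564 CPM), Rpl13, Fau, Rps21 and Rplp1. The 10 genes held 11.2% of UMIs in kept cells. Ribosomal protein genes held 35.2% and mitochondrially encoded genes 4.02%. The epithelial genes Epcam and Krt8 had a UMI in 96.5% and 97.9% of cells.

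The series title concerns inactivation of E-cadherin, the protein product of Cdh1, so its level in the library labelled wild type was measured first. Cdh1 (ENSMUSG00000000303, GRCm38 chromosome 8, 106603351 to 106670246, plus strand) had 1975 UMIs, or 99.0 CPM (95% interval 94.7 to 103). It had a UMI in 52.0% of cells (49.7% to 54.3%). Trp53, the gene of p53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873, plus strand), had 174 UMIs, or 8.72 CPM (7.47 to 10.1), and a UMI in 7.87% of cells (6.69% to 9.18%). Both are annotated as protein-coding genes, and the UMIs of the 3' kit were summed per gene, so the counts do not resolve alleles or exons.

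As a check for cells of other tissues, 11 genes that epithelial cells should lack were counted in the same 1880 cells, at the same median depth of 8476 UMIs. Of these, 7 had no UMI, which allows a share of up to 0.160% of cells. The highest was Pecam1, with a UMI in 3 cells, or 0.160%. These genes have no source in an epithelial culture, so they do not measure free RNA from the cells of the library, and the part of the Cdh1 and Trp53 UMIs that came from free RNA was not estimated. After thinning to 3000 UMIs, the shares were 22.1% for Cdh1 (20.2% to 24.0%) and 2.14% for Trp53 (1.53% to 2.91%). Leaving out cluster 7, described below, moved the Trp53 level most, to 7.40 CPM.

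Among the junction genes, Ctnna1 had the highest level, 185 CPM (179 to 191), and Ctnnd1 the lowest, 69.1 CPM (65.5 to 72.8). Of the 8 mesenchymal genes, Fn1 had 19.4 CPM (17.6 to 21.5) and Vim 2.86 CPM (2.16 to 3.70). Snai1 had 5 UMIs, and Cdh2 and Zeb2 had 1 UMI each. Zeb1, Snai2 and Twist1 had no UMI in 1880 cells, which allows a share of up to 0.160% of cells. The subunits of Polycomb repressive complex 2 were at 26.3 CPM for Ezh2 (24.1 to 28.7), 26.9 CPM for Eed (24.7 to 29.3) and 68.1 CPM for Suz12 (64.5 to 71.8). Aqp5, which encodes a water channel, was at 1143 CPM (1129 to 1158), with a UMI in 91.0% of cells. Rhoa was at 223 CPM (216 to 229).

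Clustering without the focus, cell cycle and sex-linked genes gave 7 clusters. They held 480, 398, 319, 309, 218, 91 and 65 cells, from cluster 1 to cluster 7. Cluster 7 was 3.46% of cells (2.68% to 4.39%). Median depth ran from 5768 UMIs per cell in cluster 3 to 14245 in cluster 7. The number of clusters moved most at resolution 0.3, where it fell to 3, and there 61 of the cells of cluster 7 lay in a cluster of 178 cells.

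Cluster 6 was led by Aspm, Dlgap5, Knl1, Aurka and Hmmr. All 7 proliferation markers were detected in over 10% of the cells of cluster 6 and of cluster 7. Cluster 6 also had 1 of them among its 10 leading genes, which cluster 7 did not, and it is called proliferating-like. Cluster 7 was led by Cyba, Gm3776, Reg3g, Gsta2 and Gsta1. Gm3776, Gsta1 and Gsta2 have similar sequences, so UMIs may be divided among them by the counting. Its 10 leading genes held 1 pit marker, 1 chief marker and 1 mucous neck marker, and it stays unnamed. Of clusters 1 to 5, only cluster 5 had a marker among its 10 leading genes, the pit marker Psca. In each of them 4 of the 6 pit markers were detected in over 10% of cells, so these did not set cluster 5 apart. Clusters 1 to 5 stay unnamed. Their leading genes were Aox3 and Scgb3a1 in cluster 1, Ly6m and Cnfn in cluster 2, Mt1 and 2610528A11Rik in cluster 3, Cxcl2 and Cxcl5 in cluster 4, and Psca and Prss22 in cluster 5. The fetal or regenerative markers Ly6a and Clu had a UMI in at least 90.8% of cells in every cluster, and their levels differed. Clu was at 9037 CPM in cluster 7 (8854 to 9222) and 2246 CPM in the other clusters together (2224 to 2267), and Ly6a at 1295 CPM (1226 to 1366) and 3235 CPM (3209 to 3261). Both were open to use in the clustering.

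The share of cells called S or G2/M was 25.3% (23.4% to 27.3%), with 289 cells in S and 187 in G2/M. After thinning to 3000 UMIs it was 41.1% (38.8% to 43.4%), so the share depended on depth and was compared across clusters only at equal depth. At that depth it was 33.5% in cluster 1 (29.3% to 38.0%), 37.0% in cluster 2 (32.1% to 42.0%), 41.4% in cluster 3 (35.7% to 47.2%), 36.4% in cluster 4 (31.0% to 42.1%) and 36.6% in cluster 5 (30.1% to 43.4%), and these intervals overlapped. Cluster 6 was at 100% (96.0% to 100%) and cluster 7 at 73.4% (60.9% to 83.7%), both above clusters 1 to 5. Thinning left out 9, 14, 24, 7, 2, 0 and 1 cells of clusters 1 to 7. Without thinning, the shares ran from 12.9% in cluster 1 to 31.3% in cluster 3 among clusters 1 to 5, and were 100% in cluster 6 and 61.5% in cluster 7. A UMI of Mki67 or Top2a was found in 27.4% of cells, and in 48.5% of the cells called S or G2/M.

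**Figure D1:**
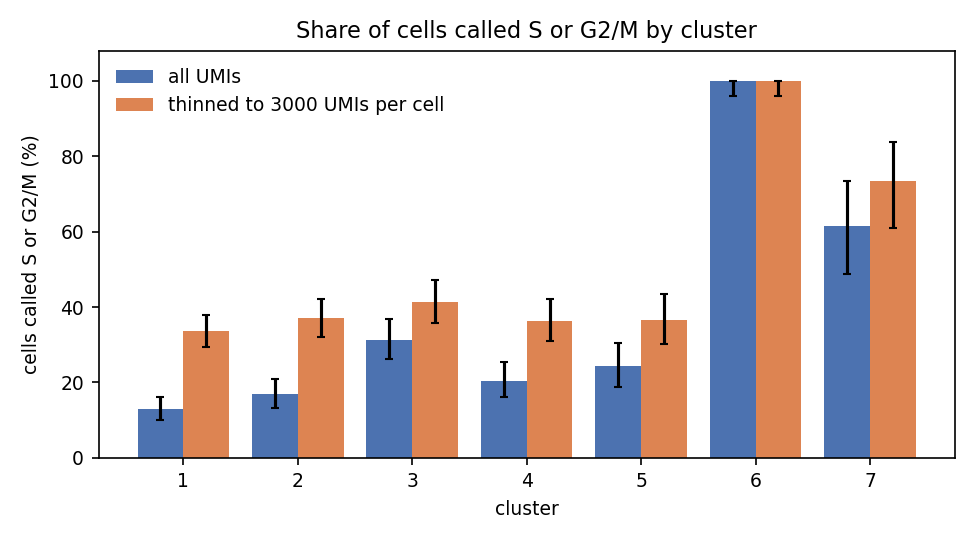
Share of cells called S or G2/M (%, vertical axis) in clusters 1 to 7 (horizontal axis), from all UMIs (blue) and after thinning each cell to 3000 UMIs (orange), with exact 95% Clopper-Pearson intervals. Thinning raised the share in clusters 1 to 5 to between 33.5% and 41.4%, and clusters 6 and 7 stayed above them.

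The focus genes were then compared across clusters. Trp53 was at 32.9 CPM in cluster 7 (22.8 to 46.0), and between 5.84 CPM in cluster 5 and 10.6 CPM in cluster 1 (7.85 to 14.1). Its level in cluster 7 was 4.45 times that of the other clusters together (2.97 to 6.52). Each of the 6 p53 targets was higher in cluster 7 with an interval above 1, from 2.49 times for Mdm2 (1.71 to 3.54) to 10.9 times for Cdkn1a (8.86 to 13.5). Summed, they were at 623 CPM in cluster 7 (576 to 673) and 153 CPM in the other clusters (147 to 158), a ratio of 4.08 (3.74 to 4.44). Resolution 0.3 moved these ratios most, to 2.28 for Trp53 and 2.30 for the target sum.

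Cdh1 differed less, with 132 CPM in cluster 4 (121 to 143) and 63.5 CPM in cluster 3 (53.1 to 75.3) as the extremes. Aqp5 was at 299 CPM in cluster 7 (267 to 335), at 564 CPM in cluster 2 and 560 CPM in cluster 3, and at 1735 CPM in cluster 5 (1676 to 1796). Ezh2 was at 66.9 CPM in cluster 7 (52.0 to 84.6) and 49.1 CPM in cluster 6 (37.5 to 63.0), against at most 26.0 CPM in clusters 1 to 5 (21.3 to 31.5 in cluster 4). Of the 8 genes of mitogen-activated protein kinase output, Areg and Ereg were higher in cluster 7, Dusp6 was lower, and the intervals of the other 5 held 1. Of the 5 Wnt targets, Axin2 was lower in cluster 7, at 0.501 times the other clusters (0.238 to 0.932), and Sp5 was higher, at 2.05 times (1.12 to 3.51). Ascl2 and Nkd1 had at most 3 UMIs in the library, and the interval of Lgr5 held 1.

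**Figure D2:**
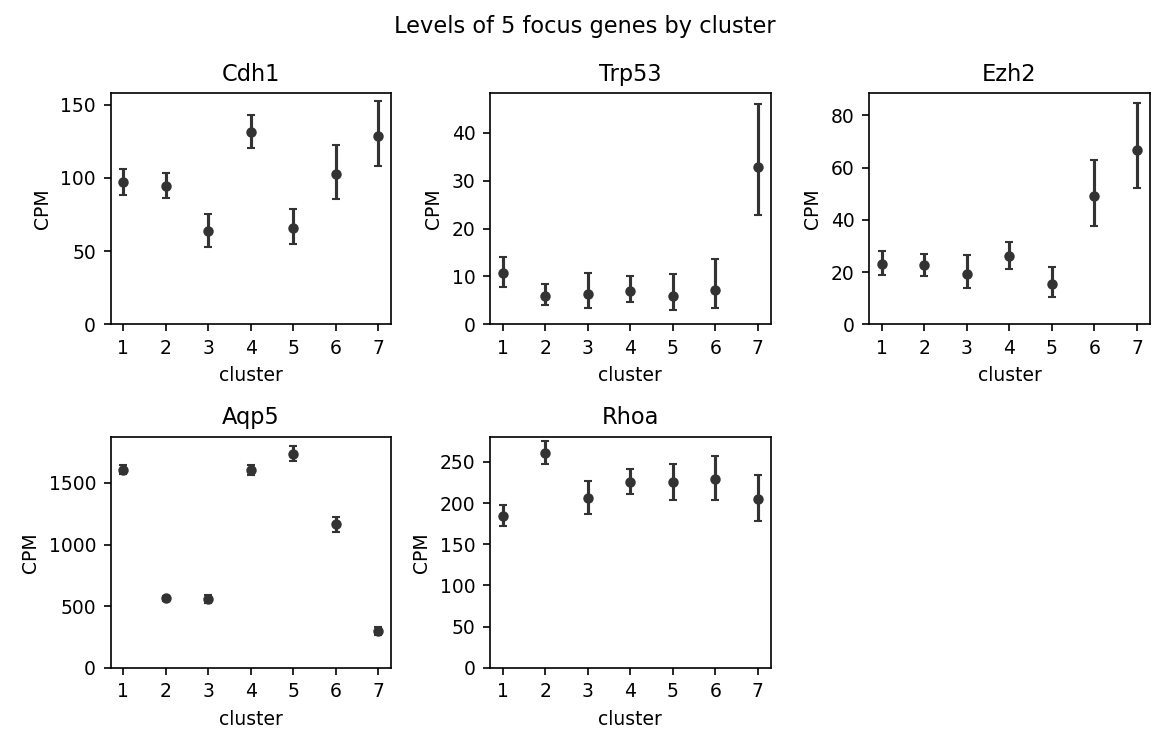
Levels (CPM, vertical axes) of Cdh1, Trp53, Ezh2, Aqp5 and Rhoa in clusters 1 to 7 (horizontal axes), as points with exact 95% Poisson intervals for counting error. Trp53 was at 32.9 CPM in cluster 7 and at most 10.6 CPM elsewhere, while Aqp5 was lowest in cluster 7, at 299 CPM.

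Cells called S or G2/M were set against cells called G1, with median depths of 8159 and 8661 UMIs. Ezh2 was at 42.4 CPM in cycling cells (36.8 to 48.7) and 21.2 CPM in G1 cells (18.9 to 23.6), a ratio of 2.0 (1.67 to 2.40). With cluster 7 left out the ratio was 1.61 (1.31 to 1.97). Eed had a ratio of 1.06 (0.867 to 1.29) and Suz12 of 1.14 (1.01 to 1.29). Without cluster 7, the Suz12 ratio was 1.13 (0.991 to 1.28). Aqp5 had a ratio of 0.879 (0.852 to 0.907), and without cluster 7 of 0.968 (0.938 to 1.0). Cdkn1a was 1.77 times as high in cycling cells (1.43 to 2.18), and without cluster 7 the ratio was 0.840 (0.598 to 1.16).

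Sex-linked transcripts were counted to find whether the library held cells of 1 sex. Xist, the noncoding RNA of the inactive X chromosome, had a UMI in 76.6% of cells (74.7% to 78.5%). A UMI of the Y-linked genes Ddx3y, Uty, Eif2s3y or Kdm5d was found in 50 cells, or 2.66% (1.98% to 3.49%). Both kinds were found in 25 cells, and neither in 414. Of the 50 cells with a Y-linked UMI, 34 were in cluster 7. There, 52.3% of cells had a Y-linked UMI (39.5% to 64.9%) and 27.7% a Xist UMI (17.3% to 40.2%), at a median depth of 14245 UMIs. In the other clusters 0.882% of cells had a Y-linked UMI (0.505% to 1.43%) and 78.4% a Xist UMI (76.4% to 80.3%). After thinning to 3000 UMIs, Y-linked UMIs were in 15.6% of cluster 7 cells (7.76% to 26.9%) and 0.284% of other cells (0.0924% to 0.662%), and Xist UMIs in 10.9% (4.51% to 21.2%) and 61.6% (59.3% to 63.9%). The sex of the mice is not in the labels.

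**Figure D3:**
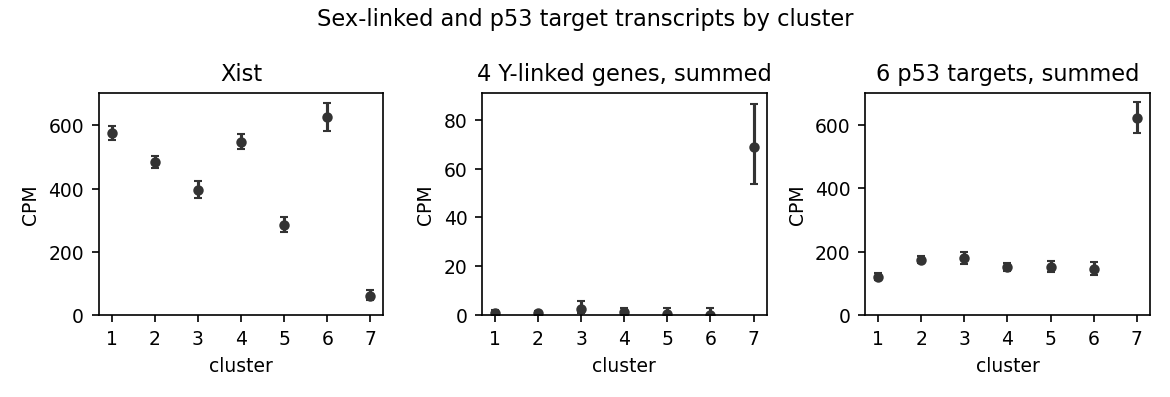
Levels (CPM, vertical axes) of Xist, of 4 Y-linked genes summed and of 6 p53 targets summed in clusters 1 to 7 (horizontal axes), as points with exact 95% Poisson intervals for counting error. In cluster 7 the Y-linked sum was 68.8 CPM and the p53 target sum 623 CPM, both above every other cluster, and Xist was lowest, at 61.0 CPM.

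Of the 12 tags in the matrix, CMO301 was the highest in 1109 barcodes and CMO302 in 882, and no other tag was the highest in any barcode. Each of the other 10 tags had a median between 20 and 54 UMIs per barcode. Among kept cells, 56.2% had CMO301 as the highest tag, and by cluster this share ran from 53.3% to 64.8%. The interval of each of the 7 clusters held the share of the whole library.

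**Figure D4:**
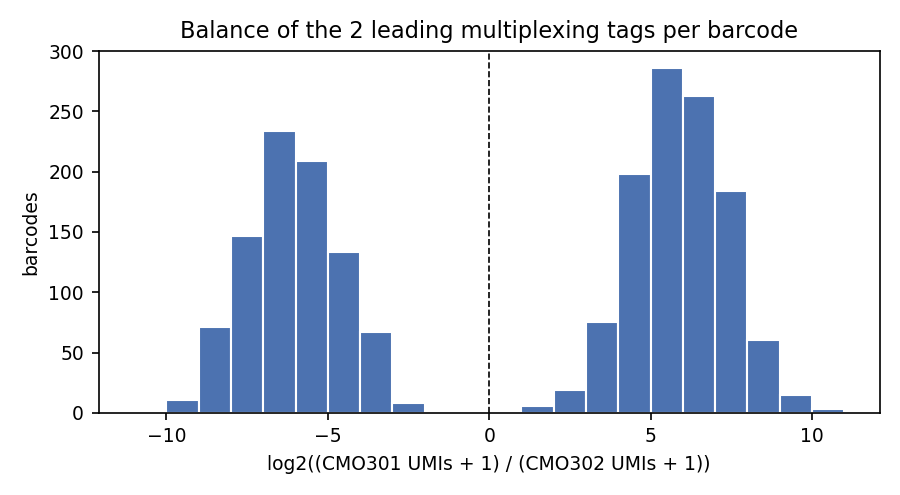
Number of barcodes (vertical axis) by the log2 ratio of CMO301 to CMO302 UMIs, with 1 UMI added to both (horizontal axis), for all 1991 barcodes in bins 1 log2 unit wide. The barcodes form a pair of separate peaks, 882 on the CMO302 side and 1109 on the CMO301 side of 0.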

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

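The test on the tags was chosen after the clusters and tags had been seen. With 1 library, no sample was set against others of its group and no groups were compared.

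The tags are data outside the gene counts, and they carried a signal. CMO301 was the highest tag in 55.7% of barcodes and CMO302 in 44.3%, although the labels describe 1 sample. A candidate explanation is that 2 suspensions of 1 culture were tagged separately. The median absolute log2 ratio of gene levels between cells of the 2 tags was 0.0841 over 8623 genes with at least 100 UMIs, which is 1.05 times the value from a random division of the same UMIs. Both tags were found in all 7 clusters, and in each the interval of the share held that of the whole library. Cultures of like composition would give the same values, so separate cultures or mice remain open. The summed p53 targets differed by tag in their ratio between cluster 7 and the other clusters, 3.49 for CMO301 and 5.02 for CMO302, from 38 and 27 cells of cluster 7. No biological explanation was tested, because the labels tie no group to a tag.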

How the results depend on the processing

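Comparisons of cells by tag, those with cluster 7 left out, and those of cluster 7 with the other clusters (except at resolution 0.3 and with means over cells) were chosen after the data had been seen. Across 15 alternatives, 212 values of 26 results were recomputed. Of the main results 83 values stayed within their counting interval, or within 1.5 times for counts, and 17 moved. Of the others 92 stayed, 19 moved and 1 reversed. The Cdkn1a ratio between cycling and G1 cells reversed, from 1.77 to 0.840 (0.598 to 1.16) with cluster 7 left out, since cluster 7 was rich in both cycling cells and Cdkn1a. Of 44 genes compared in this way, 17 had an interval that excluded 1, and 4 of these crossed 1 without cluster 7 (Trp53, Cdkn1a, Ccng1 and Ddx3y). Zeb1, Snai2 and Twist1 had no UMI and so no ratio, and Nkd1 had no UMI in G1 cells and so no finite ratio. The Eed ratio, whose interval held 1, went from 1.06 to 0.966 with cluster 7 left out and to 0.973 by a UMI of Mki67 or Top2a.

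The share of cells in S or G2/M, 25.3%, was 41.1% after thinning to 3000 UMIs, 27.4% by a UMI of Mki67 or Top2a, and 23.3% with doublets kept. The 12 doublets are too few to lower the share so far by themselves, so the phase calls of other cells changed too. The counting interval does not cover such changes. Thinning also lowered the share of cells with a Xist UMI to 59.8% and with a Y-linked UMI to 0.823%, as fewer UMIs per cell must. The cause of the higher phase share after thinning was not tested.

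Resolution 0.3 gave 3 clusters. The cluster that best matched cluster 7 then held 9.47% of cells, 178 in number, of which 61 were from cluster 7 and 90 from cluster 6. Its ratio to the rest was 2.28 for Trp53 and 2.30 for the summed p53 targets. In the 8 other alternative clusterings the match held 62 to 71 cells, at least 61 of them from cluster 7, and the number of clusters was 6 to 10. The Trp53 ratio there was 4.39 to 4.82.

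Means over cells gave 93.5 CPM for Cdh1 and an Ezh2 ratio between cycling and G1 cells of 1.61. Calling cycling cells by Mki67 or Top2a gave an Aqp5 ratio of 0.910. Leaving out cluster 7 gave 7.40 CPM for Trp53, an Ezh2 ratio of 1.61 and an Aqp5 ratio of 0.968, since cluster 7 was rich in cycling cells and in Ezh2 and low in Aqp5. The summed p53 target ratio was 3.49 in cells tagged CMO301 and 5.02 in cells tagged CMO302. The causes of the other shifts were not tested.

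Depth limited the rarest transcripts. Trp53 had 34 UMIs in cluster 7, and its thinned share there, 7.81%, had an interval that overlapped that of the other cells. No paired analysis was possible because there was 1 library.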

Other observations

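The patterns below were seen in a first clustering before any test was written. Tests chosen only after their result had been seen were those of Xist levels, of the spread of Y-linked UMIs, of co-detection, of the other tags and free tags in cluster 7, and of pit transcripts outside cluster 7. The depth, cycling, stress, chromosome, p53 list, Cdkn2a, pit-share and matched tag-share tests were written before their deciding values were seen. The lower tag share of cluster 7 had been seen without matching on depth. The number of depth-matched cells and the minimum of 3 Xist UMIs were set after the data had been seen. All concern 1 library, so none has a replicate.

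Y-linked transcripts were concentrated in cluster 7 and Xist in the other clusters. Cluster 7 held 80.7% of Y-linked UMIs (71 of 88) but 5.17% of all gene UMIs, which argues against free RNA spread evenly, and against reads of X-linked paralogs, which every cell would share. Xist in cluster 7 was 0.122 times the level of the other clusters (0.0938 to 0.156). Doublets of a male and a female cell would keep it near 0.5 times, and the median doublet score was no higher in cluster 7 (0.0256) than elsewhere (0.0303).

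Cells of another pooled sample that were given a wrong tag stay open as a source of this pattern. The share of tag UMIs in the highest tag was lower in cluster 7 by a median of -15.7 percentage points (-26.2 to -8.40) than in the 20 other cells nearest in depth, and 54 of the 65 cells were below them. That is what this explanation predicted. Cluster 1, which lacks Y-linked UMIs at this level, also had a low share, 75.8% against 70.4% in cluster 7. Tests of particular forms of the explanation decide nothing. Every deposited barcode had CMO301 or CMO302 as its highest tag, with at least 244 UMIs, so barcodes led by another tag or by free tags alone are absent whatever their origin. The median of the highest of the 10 other tags was 1.06 times that of other cells (68 against 64 UMIs). The median of the highest tag in cluster 7 was 842 UMIs, 15.6 times the largest background median. Cells bearing another sample's tag and untagged cells that took up free tags therefore stay open.

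Organoids of both sexes in the library labelled wild type are a candidate explanation as well. If so, Xist and Y-linked UMIs should avoid each other in single cells. Over all kept cells, 15 cells had 3 or more Xist UMIs and a Y-linked UMI, where independence gives 27.7, a ratio of 0.541 (0.303 to 0.892). With a minimum of 1 Xist UMI the ratio was 0.652 (0.422 to 0.963). Both ratios largely repeat the separation by cluster, so co-detection within cluster 7 was taken as the test, after its value for 1 Xist UMI had been seen. Within cluster 7 there were 5 such cells, out of 9 with 3 or more Xist UMIs, where independence gives 4.71. The ratio was 1.06 (0.345 to 2.48), so complete exclusion was not seen there. The counts are too few to decide on partial exclusion. Among the other clusters, 15 of the 16 cells with a Y-linked UMI also had a Xist UMI, where independence gives 12.5. In cluster 7, then, Xist UMIs did not single out cells without Y-linked UMIs. A cluster 7 of male cells and one that also holds some female cells cannot be told apart with these counts.

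Trp53 and its targets were higher in cluster 7 than elsewhere. The written depth test did not decide for Trp53 itself: after thinning, 7.81% of cluster 7 cells had a Trp53 UMI (2.59% to 17.3%), against 1.93% of the others (1.34% to 2.69%). A test of the 6 targets, added because the first was undecided but before its own value was seen, did separate. After thinning, 64.1% of cluster 7 cells had a UMI of the list (51.1% to 75.7%), against 36.5% (34.2% to 38.8%), in 64 and 1759 cells. Among cells in S or G2/M the target ratio was 3.89 (3.44 to 4.39) and among G1 cells 4.16 (3.59 to 4.81), which argues against cycling as the cause. The 12 stress genes had a median log2 ratio of -1.16, with none of them higher in cluster 7, which argues against dissociation stress there. The 130 genes within 5 Mb of Trp53 had a median log2 ratio of -0.039, inside the random lists (-0.087 to 0.206), which argues against a loss of that region in the other clusters but says nothing about a smaller deletion. The 32 cells of cluster 7 with the fewest pit transcripts still had a target ratio of 3.87 (3.43 to 4.34), close to the 4.31 of the other 33 cells, which argues against pit differentiation as the cause. The median pit share of UMIs in those 32 cells, 0.00743%, was below that of the other clusters, 0.0165%. Differentiation of other kinds was not tested as a cause. The mucous neck marker Gkn3 had a UMI in 67.7% of cluster 7 cells, against 3.80% of the others.

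Reduced p53 activity in the other clusters is a hypothesis that passed both of its tests, though the test of Cdkn2a cannot single out p53. Unlike the first list, the second list and Cdkn2a were open to use in the clustering, so neither test is independent of how cluster 7 was drawn. The second list of p53 targets, with 30 genes of at least 10 UMIs, had a median log2 ratio of 0.47, at percentile 99.6 of random lists (-0.24 to 0.35), with 21 of them higher in cluster 7. Btg2, which had the most UMIs of the list, was lower there, at 0.557 times the other clusters (0.471 to 0.655). Cdkn2a, which p53 represses, was 2.18 times as high in the other clusters as in cluster 7 (1.92 to 2.49). That interval covers counting error only, and Cdkn2a was not placed among random genes. Lower levels in cluster 7 were also found for the 12 stress genes (median log2 ratio -1.16) and for Aqp5 (0.252 times the other clusters). The 8 genes of mitogen-activated protein kinase output had a median log2 ratio of 0.07, at percentile 52.3. The data may equally reflect raised p53 activity in the 65 cells of cluster 7, since a ratio does not say which side changed. UMI counts do not show genotype. The same cells differ in sex-linked transcripts, so sex, origin and p53 output cannot be separated, and a mixed or mislabelled suspension remains open. Anyone who uses this library as a wild-type reference may want to check its sex and Trp53 genotype against the source mice.

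Pit transcripts were also found outside cluster 7, where 54.5% of cells had a Tff1 UMI, with a median of 1 UMI in such cells. In cluster 7 the share was 55.4%, and 7 of its cells, those with 10 or more Tff1 UMIs, held 98.3% of its Tff1 UMIs. Free RNA, which adds a like number of UMIs to every droplet, is a candidate explanation of the low level elsewhere. Outside cluster 7, a Tff1 UMI was found in 57.3% of the 907 deeper cells (54.0% to 60.6%) and 51.7% of the 908 shallower cells (48.3% to 54.9%), a ratio of 1.11, and these intervals overlap narrowly. For Cdh1, which the cells express, the ratio was 1.89. Tff1 UMIs per cell were between 0.803 and 0.912 in clusters 1, 3, 4, 5 and 6, but 1.83 in cluster 2, which free RNA spread evenly leaves unexplained. Whether the cells of cluster 7 were the source stays open. The level outside was 2.54% of that inside for Tff1 (2.41% to 2.68%), 3.57% for Gkn1 (3.20% to 3.97%) and 4.64% for Gkn2 (4.04% to 5.34%), where 1 even leak would give like values. These intervals leave out differences between cells, and the same 7 cells held 97.3% of the Gkn1 and 95.9% of the Gkn2 UMIs of cluster 7. Tff1 UMIs outside were 0.474 times those of the 7 cells, and up to 1.17 times with 1 of the 7 left out, so the gap between the genes excludes nothing. A leak of the 7 cells alone would put 3.79 Y-linked UMIs outside when scaled by Tff1, 5.37 by Gkn1 and 7.10 by Gkn2, and a like leak of all cells of cluster 7 would put 33.1, 46.4 and 60.4 there. The 17 found (9.90 to 27.2), 4.48 times the smallest of these numbers, lie between both sets. Cells lost before capture and low expression in some cells were not tested.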
